A study of Mus musculus with 2 samples. Its data were reported in "A novel mouse model demonstrates that oncogenic melanocyte stem cells engender melanoma resembling human disease" (2019).

How the data were processed

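Single-cell RNA sequencing had been performed on 2 groups, with 1 library per group. The McSC group held Tomato-positive cells sorted from telogen back skin of 3 Tyr-CreER;R26R-Tomato mice, and the melanoma group held Tomato-positive cells sorted from 3 tumours that grew from transplanted Tyr-CreER;Braf;Pten;Tomato McSCs. McSCs had been injected into female nude mice together with epidermal and dermal cells of wildtype albino neonates. Groups were taken from the sample labels. Because the cells of each group had been pooled before capture, no replicate exists, cells are not independent animals, and no test, p-value or standard error over cells was computed.

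The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with bcl2fastq and Cell Ranger (version not stated) from droplet-based 3' libraries mapped to mm10 (GRCm38). Values were whole numbers over 27998 features, without normalization, and only barcodes called as cells were present. Each library had been deposited in 2 copies, which were compared entry by entry and differed in 0 entries, and 1 copy was used. A 3' library counts tags near the end of a transcript, so it reads neither exon structure nor mutations, and UMIs remove PCR copies from the counts. None of the features stood for the Tomato reporter or Cre (0 features), so reporter expression could not be checked. Features that shared a symbol were summed (56 symbols). Gene IDs were taken from the matrices, and coordinates from a RefSeq table of GRCm38.p6 matched by symbol, which held 22856 of the features and 128 of 129 named genes.

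Cells were kept with 200 to 1000 detected genes in the McSC library and 200 to 5000 in the melanoma library and with a mitochondrial share of UMIs under 0.1, the limits that the study states. This removed 118 McSC barcodes above 1000 genes, 80 melanoma barcodes above 5000, and 9 and 26 with a high mitochondrial share, leaving 1378 and 3003 cells. Clustering followed the study's parameters in Seurat 5.3.0 (R 4.3.3, SeuratObject 5.2.0, Matrix 1.6.5), a later version than the study used. Genes seen in at least 3 cells were log-normalised, variable genes were chosen by mean and dispersion (dispersion above 0.5), and both libraries were clustered together with 10 components and a resolution of 0.2 (3887 variable genes, 8 clusters). Keratinocyte-like and macrophage-like clusters were then removed, and the remaining cells were clustered again with 9 components and a resolution of 0.33 (4079 variable genes, 7 clusters). A cluster was assigned to the cell type whose markers had the highest median fold over all other cells, among the types with at least 3 markers, and no fewer than 50% of their markers, at 4-fold or more. A cluster assigned to dendritic cells that also met the threshold for macrophages counted as macrophage-like. This removal rule was written after the first clusters had been seen. It removed 28 keratinocyte-like cells and 1 macrophage-like cell from the McSC library and 44 macrophage-like cells from the melanoma library.

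The compared cells, 1349 McSCs and 2959 melanoma-library cells, held 1297470 and 36628938 UMIs, so the melanoma library was 28.2 times as deep in all and 12.8 times per cell by medians. UMIs were summed over cells within a library and expressed as CPM, scaled to a total of 1000000 UMIs, with exact Poisson 95% intervals. The ratio of melanoma over McSC was given an exact conditional binomial 95% interval. A gene with 0 UMIs in 1 library was set to a floor of 3 counts over that library, and its fold is a lower bound. No fold was given where both levels lay at or under the floor. Intervals and floors cover counting error alone and not the spread between animals. For a list, the median log2 ratio was taken over members with at least 10 UMIs in both libraries together, with a binomial order-statistic 95% interval, which treats genes as independent. The median was also placed among those of 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression. Those percentiles stand as a description of these libraries and not as tests. Shares of cells have exact Clopper-Pearson 95% intervals. Cluster values were summed in the same way, against McSCs and against the other tumour clusters.

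In all, 24 gene lists (melanocyte, melanoma markers, neural crest, Schwann lineage, neuronal, ECM and receptors, matrix proteases, EMT transcription factors, epithelial adhesion, S phase, G2/M phase, MAPK output, FOXO targets, immediate early and heat shock, ER stress, Wnt pathway, endothelin pathway, Axl-associated, CDK inhibitors and p53 targets, antigen presentation, glycolysis and hypoxia, lipid synthesis, Y-linked and Xist) and marker lists of 15 cell types were written before the data were examined, as were the comparisons, 85 alternative settings and the rule for naming genes. That rule took the genes named by the study, up to 4 members of each list with the most UMIs, and the 12 genes with the largest and the 12 with the smallest ratio among those at 50 CPM or more whose interval lay wholly beyond 2-fold. Ribosomal protein, mitochondrially encoded, Gm, Rik and pseudogene entries were left out of the last group and described together. Y-linked genes, Xist and pairs of a pseudogene with its parent gene were to be read in the closing observations (Xist and the Y-linked genes are also given beside cluster C), and clusters were named by the 10 genes with the largest fold at 50 CPM or more. The study's genes, and the lists built around them, were chosen by its authors on these or related samples and are not independent evidence of direction. The study's supplement also listed Xist and pseudogenes among its cluster genes, and it had been read when the lists were written. Some genes stand in several lists (S100b, Sox10, L1cam and Ncam1 among them).

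For equal depth, cells were thinned without replacement to 1000 UMIs, which 527 McSCs and all 2959 melanoma cells reached, and as alternatives to 500 or 2000 UMIs (1324 and 3 McSCs). Other settings chosen at that stage changed the resolution (0.2 or 0.5), the components (20), the variable genes (2000 by the vst method), the limits on genes (200 to 5000 in both libraries, or none) and on the mitochondrial share (under 0.05), or the library totals (without ribosomal protein, mitochondrial, Gm and pseudogene counts). They also left out doublets called by Scrublet (expected rate 0.008 per 1000 cells, 16 McSCs and 2 melanoma cells called), clustered each library alone or without any list gene, kept the removed clusters, left out fibroblast-like cells, centred ratios on the median gene at 20 CPM or more, weighted cells equally (mean of counts per 10000) or changed the minimum for list members (1 or 50 UMIs). A further 17 alternatives, among them melanoma cells thinned to depths drawn from McSCs and the other named genes without fibroblast-like cells, were added after the data had been seen.

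The code for ratios and medians was run on simulated data, made by drawing Poisson counts at the depths of the melanoma and McSC libraries. The intervals assume such counts, so coverage near 95% checks the code and not the spread between cells or animals. For melanoma against McSC, intervals held the true ratio for 95.2% of 2576 unchanged genes, 96% of 100 genes changed 2-fold and 95% of 100 genes changed 4-fold, and the intervals of all changed genes lay on the right side of 1. A simulated list of 20 genes at 4-fold had a median of 1.99 and 20 unchanged genes one of -0.03. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9. Pseudotime and preranked gene set enrichment, which the study also used, were left out because Monocle and the gene sets were not at hand.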

Results

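Droplet-based single-cell RNA sequencing was used to compare mouse melanocyte stem cells (McSCs), the pigment progenitors that rest in the hair follicle, with melanoma cells that arose from transplanted McSCs. McSCs were taken from the back skin of 7-week-old wildtype mice in telogen, the resting phase of the hair cycle, after 7 days of tamoxifen (TAM). Tumours grew in nude mice from McSCs carrying inducible oncogenic Braf and floxed Pten, which TAM switched on and deleted, and were harvested at 47 days. In each group cells from 3 mice or 3 tumours were sorted for the Tomato reporter and pooled into 1 library, so there were no replicates and no check of the spread between animals. The matrices held 1505 McSC barcodes with 1938735 UMIs and 3109 melanoma barcodes with 40555658 UMIs. After filtering, 1349 McSCs (median 918 UMIs and 525 genes) were compared with 2959 melanoma-library cells (median 11709 UMIs and 3263 genes). Levels are CPM, the summed UMIs of a gene scaled to a total of 1000000 UMIs over the compared cells of a library, with 95% intervals that cover counting error only. A gene without a UMI was read against a floor of 3 counts, 2.31 CPM in McSCs and 0.0819 CPM in melanoma.

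At the engineered loci, Pten, the lipid phosphatase that restrains PI3K signalling (ENSMUSG00000013663; chromosome 19, 32757577 to 32826160, assembly GRCm38.p6, as for all positions here), was at 88.2 CPM (85.2 to 91.3) in melanoma and 164 CPM (143 to 188) in McSCs, 1.86-fold lower (1.61 to 2.14). Braf, the MAPK pathway kinase (ENSMUSG00000002413; chromosome 6, 39603231 to 39725658), was at 11.5 CPM (10.4 to 12.7) and 10.8 CPM (5.90 to 18.1), a ratio of 1.07 (0.629 to 1.97). Counts of 3' tags show neither the deleted Pten exons nor the Braf point mutation, so they do not check the genotype of the cells.

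The first comparison asked whether McSC-derived melanoma kept the pigment cell programme. Most melanocyte genes were far lower in the melanoma library, several of them at a few UMIs. Of 15 measured members of the melanocyte list, 13 were at least 2-fold lower and 0 at least 2-fold higher, with a median log2 ratio of -7.93 (-11.54 to -2.53). Dct, the dopachrome tautomerase that marks McSCs, was the fourth most abundant transcript in McSCs at 9421 CPM and was at 0.137 CPM (5 UMIs) in melanoma, 69014-fold lower (29565 to 212586). The melanosome genes Mlana and Pmel were 2969-fold (2131 to 4269) and 2170.5-fold (1350.3 to 3737) lower, and Tyr, the rate-limiting enzyme of melanin synthesis, 464-fold lower (238 to 1035). Mitf, the master transcription factor of the lineage (ENSMUSG00000035158; chromosome 6, 97807002 to 98021360), was at 7.48 CPM against 641 CPM, 85.7-fold lower (74.7 to 98.6). Slc24a5, a melanosomal ion exchanger, was less reduced at 45.0 against 259.7 CPM. The 2 members within 2-fold, named here as exceptions, were Rab38 (22.5 against 27.0 CPM), a GTPase of melanosome trafficking, and the melanocortin receptor Mc1r (1.15 against 1.54 CPM). Mc1r was under the McSC floor of 2.31 CPM, so its counts cannot show whether it was kept or lost. As a description of these libraries, the list's median lay below those of all 10000 random lists of like expression. With every cell thinned to 1000 UMIs, where 527 McSCs remained, the median was -5.96.

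The second question was whether neural crest and neuronal genes were higher in its place. The neural crest list was higher in melanoma, with a median log2 ratio of 1.63 (-0.17 to 4.27) and 9 of 15 measured members at least 2-fold higher against 3 lower. Nes, the intermediate filament nestin of neural progenitors (ENSMUSG00000004891; chromosome 3, 87971093 to 87980451), was at 299 CPM (294 to 305) in melanoma and had 1 UMI in McSCs, a ratio of 388 (69.6 to 15331). Ngfr, the neurotrophin receptor, was 40.8-fold higher (15.9 to 149.9), Foxd3, a neural crest specifier, 6.59-fold higher (4.34 to 10.5; 2.72 on the log2 scale, but 5.95 with every cell thinned to 1000 UMIs), and Sox2, a progenitor transcription factor without a UMI in McSCs, at least 19.3-fold higher. The 3 lower members, named here as exceptions, were Pax3 (11.7 against 286 CPM), Id2 (54.5 against 919 CPM) and Tfap2a (27.7 against 144 CPM), the first and last of them transcription factors shared by neural crest and melanocytes. Sox10, which both neural crest and pigment cells need, was near its McSC level at 161 against 122 CPM, a ratio of 1.32 (1.13 to 1.55), while Ets1 was at 140.2 and 157 CPM. Sox10 counts with S100b and Mcam as melanoma markers, a list with a median of 4.63, 2 of 3 at least 2-fold higher (percentile 99.41 among random lists). S100b, a calcium-binding protein of glia and melanoma, was 24.7-fold (18.0 to 34.9) and the adhesion molecule Mcam 32.1-fold higher (17.9 to 64.3).

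Schwann lineage genes showed the largest median of the neural groups, 3.89 (0.88 to 4.87), with 12 of 16 members at least 2-fold higher and 2 lower. The myelin proteins Plp1 and Pmp22 were at 909 against 419 CPM and 442 against 266 CPM. Pou3f1, a transcription factor of promyelinating Schwann cells, was 29.3-fold higher (15.9 to 61.1), and the glial filament gene Gfap, with 1 UMI in McSCs, 27.8-fold (4.97 to 1098). Neuronal genes had a median of 3.44 (-1.02 to 4.86), with 6 of 10 at least 2-fold higher and 2 lower. Tubb3, the neuronal beta-tubulin, was 29.0-fold higher (18.3 to 49.0), the axonal adhesion molecule L1cam 17.0-fold (9.75 to 33.0), and Dpysl3, which guides growth cones, was at 129.7 against 16.2 CPM. Ncam1, the neural cell adhesion molecule on this list, was lower at 163 against 331 CPM. Dcx, Syt1 and Elavl4, markers of young or mature neurons named here after their values were seen, had 0 UMIs in both libraries. The medians lay at percentiles 99.95 (neural crest), 100 (Schwann) and 100 (neuronal) of the random lists, and the neural crest and neuronal intervals include 0. Thinned to 1000 UMIs, they were 0.88, 2.59 and 3.70.

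The third question concerned the extracellular matrix (ECM). ECM and receptor genes were higher in melanoma almost as a block, 33 of 35 at least 2-fold and 0 lower, with a median log2 ratio of 4.08 (2.81 to 5.24). Sparc, a collagen-binding matricellular protein, reached 5404 CPM against 163 CPM. Spp1, the secreted integrin ligand osteopontin, was at 671 CPM and without a UMI in McSCs, at least 290.4-fold higher. The fibrillar collagens Col3a1 and Col1a1 were 18.6-fold (14.4 to 24.4) and 21.0-fold (15.6 to 28.9) higher. Matrix proteases and their inhibitors had a median of 3.50 (1.48 to 6.63), 14 of 16 at least 2-fold higher, with the largest ratio for Adamts5 (236-fold). Members with the most UMIs were the inhibitor Timp1 (735 against 12.3 CPM) and the gelatinase Mmp2 (397 against 3.85 CPM), with Timp2 at 512 against 272 CPM and Timp3 at 350.1 against 123 CPM. Of the transcription factors of epithelial-to-mesenchymal transition (EMT), 5 of 7 were at least 2-fold higher (median 1.37, 0.65 to 3.23), among them Zeb2 (2.02-fold, 1.75 to 2.35), Zeb1 (41.7 against 16.2 CPM) and Prrx1 (36.1 against 3.85 CPM). Twist1 (6.84-fold, 1.21 to 271, 1 UMI in McSCs), Twist2 (at least 1.57-fold) and Snai1 (1.59-fold, 0.608 to 5.88) were at or under 5.27 CPM in melanoma. Epithelial adhesion genes were lower, 6 of 7 by at least 2-fold (median -6.69, -10.80 to 0.44), with Cdh1, the E-cadherin of melanocytes and keratinocytes, 1279.8-fold lower (429 to 6283, 3 UMIs in melanoma), Cdh3 at 0.0819 against 146 CPM, Perp at 2.24 against 117 CPM and Cldn1 within 2-fold. Keratinocyte markers, which share Dsp and Perp with this list, were lower too (12 of 12, median -8.59).

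A group of 360 fibroblast-like cells in the melanoma library carried much of the collagen signal. Without them Col1a1 was 2.17-fold (1.61 to 3.00) and Col3a1 9.17-fold (7.10 to 12.05) above McSCs (a setting added for these genes after the data had been seen), Spp1 at least 161-fold, and Prrx1 6.06-fold (2.59 to 18.7). Dcn (decorin), Lum (lumican), Col1a2 and Pdgfra, all abundant in dermal fibroblasts, were 24.3-fold (19.8 to 30.2), 44.5-fold (27.4 to 77.9), 10.9-fold (8.53 to 14.2) and 3.14-fold (1.06 to 15.3, 3 UMIs in McSCs) higher in the library as a whole. Without those cells their log2 ratios were -1.25, -0.51, -0.03 and -2.21, and that of the growth factor receptor Egfr, 3.86-fold higher (1.06 to 32.1, 2 UMIs in McSCs) with them, was -3.04. The ECM median was still above 0 at 3.07 without them. The log2 ratio of Twist1 was 0.87 (1.82-fold, 0.311 to 73.6), that of Snai1 -0.67 and that of Cldn1, an epithelial adhesion gene, -5.28. Also without them, Klf2 was at 101 and Junb at 469 CPM in melanoma, Mlana at 0.468 CPM, and Krtdap, Kit and Mcoln3 had 0 UMIs. The ECM list lay at percentile 100, matrix proteases at 100, EMT factors at 96.2 and epithelial adhesion at 0 of the random lists.

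**Figure D1:**
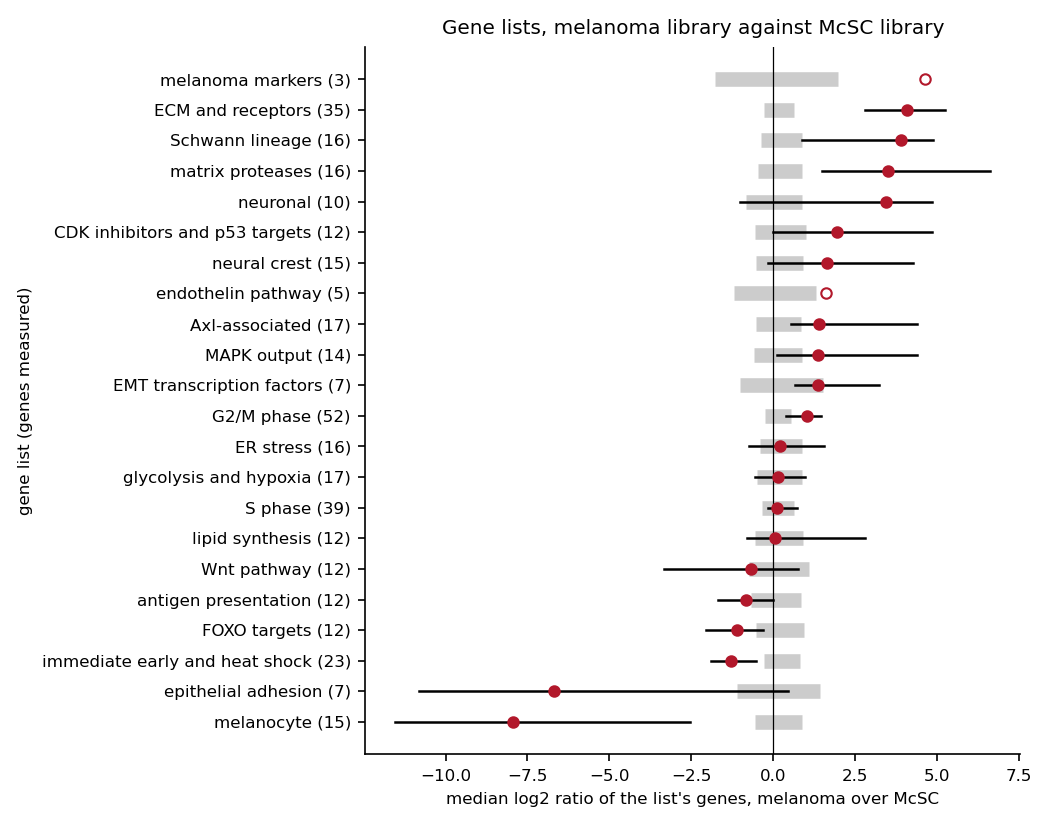
Median log2 ratio (melanoma over McSC, horizontal axis) of the measured genes of 22 fixed lists (vertical axis, genes measured in brackets); points are medians, black lines 95% intervals from order statistics (no line and an open point where a list is too short), and grey bars the central 95% of 10000 random lists of like expression. The ECM list sits at 4.08 and the melanocyte list at -7.93, while ER stress at 0.20 and S phase at 0.12 lie within the grey bars, and both are below 0 when ratios are centred on the median gene.

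Growth and stress programmes differed more unevenly. Of the G2/M genes, 27 of 52 were at least 2-fold higher in melanoma (median 1.03, 0.40 to 1.45), though abundant members such as Hn1 (340.3 against 294 CPM), Tubb4b (268 against 193) and the chromatin protein Hmgb2 (71.5 against 137), were within 2-fold. The proliferation marker Mki67 and the mitotic kinase Cdk1 had no UMI in McSCs and were at least 4.38-fold and 6.02-fold higher. S phase genes showed no common direction (median 0.12, -0.17 to 0.74), 8 higher and 5 lower by 2-fold among 39, with the replication clamp Pcna at 39.6 against 150.3 CPM and Tipin at 66.5 against 47.8 CPM. MAPK output genes had a median of 1.38 (0.12 to 4.40), 9 of 14 at least 2-fold higher. Among them Ccnd1 (cyclin D1) was 367-fold higher (143 to 1347) and the feedback inhibitor Spry2 at 109 against 52.4 CPM, while the feedback phosphatase Dusp6 was at 95.5 against 87.9 CPM and Phlda1 lower at 771 against 1581 CPM. Of CDK inhibitors and p53 targets, 8 of 12 were at least 2-fold higher (median 1.96, -0.02 to 4.86). Cdkn2a, which encodes the tumour suppressors p16 and Arf (ENSMUSG00000044303; chromosome 4, 89274473 to 89294619), was at 894 CPM and without a UMI in McSCs, Phlda3 was at 559.6 against 19.3 CPM, the death effector Bax at 625 against 159 CPM, and Cdkn1a (p21) at 611 against 619 CPM. FOXO targets, which PI3K signalling holds down, had a median of -1.09 (-2.05 to -0.32), 6 of 12 at least 2-fold lower and 1 higher, Foxo1 itself (81.4 against 17.7 CPM), with Klf2 at 155 against 203 CPM and Pik3ip1 at 24.5 against 47.8 CPM.

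Immediate early and heat shock genes, which respond within minutes to stress, were lower in melanoma, 16 of 23 by at least 2-fold and 0 higher (median -1.28, -1.90 to -0.53). The AP-1 subunits Fos, Junb and Jund were at 3838, 3895 and 3789 CPM in McSCs against 1026, 709 and 804 CPM, and the chaperone Hspa8 at 2608 against 1194 CPM. McSC skin had been digested for 2 h in trypsin and tumours for 1 h in collagenase, both at 37 °C, so tissue handling differed with the groups. Klf4, a stress-responsive and stem cell factor on the same list, was 1.60-fold higher (1.44 to 1.78). Antigen presentation genes had a median of -0.82 (-1.67 to 0.00), 5 of 12 at least 2-fold lower, with the class I heavy chains H2-D1 at 1033 against 3288 CPM and H2-K1 at 347 against 625 CPM, the light chain B2m at 3175 against 4413 CPM, and the immunoproteasome subunit Psmb8 at 119 against 88.6 CPM. Dendritic and Langerhans cell markers, class II genes that are not on this list among them, were lower too (12.7 against 87.1 CPM in sum). Axl-associated genes had a median of 1.40 (0.53 to 4.39), 11 of 17 at least 2-fold higher and 1 lower. Serpine2, a protease inhibitor, was 21.0-fold higher (16.3 to 27.4), Sh3bgrl3 was at 384 against 148 CPM and the actin-binding Tmsb10 at 4573 against 4949.6 CPM. The study's other named factors, Igfbp3 (40.9-fold, 20.7 to 94.8), which binds insulin-like growth factors, and the cytokine Tgfb1 (6.28-fold, 4.06 to 10.3), were higher too.

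Wnt pathway genes had a median of -0.68 (-3.32 to 0.76), 2 of 12 at least 2-fold higher and 5 lower. Ctnnb1 (beta-catenin) was at 163 against 311 CPM, Lrp6 at 25.3 against 33.9, Tcf7 at 14.4 against 8.48 and Lgr6, with no UMI in McSCs, at 8.14 CPM. In the endothelin list (median 1.61, 4 of 5 higher), the melanocyte receptor Ednrb was 51.9-fold lower at 7.45 against 387 CPM, while the converting enzymes Ece1 (31.5 against 3.08 CPM) and Ece2 (11.7 against 3.85) were higher. The receptor Ednra (5.98 CPM, 1 UMI in McSCs) counts among the 4, but 218 of its 219 melanoma UMIs lay in the fibroblast-like cells, and without them the list's median was 0.81 over 4 genes. ER stress genes (4 higher and 1 lower of 16, median 0.20, -0.74 to 1.56), glycolysis and hypoxia genes (4 and 1 of 17, 0.14, -0.56 to 0.96) and lipid synthesis genes (4 and 1 of 12, 0.04, -0.80 to 2.79) showed no common direction. The ER chaperones Calr, Hsp90b1 and Pdia3 were higher (731 against 189.6, 500.4 against 152 and 468 against 308 CPM) and Hspa5 lower (541 against 903 CPM). The glycolytic enzyme Gapdh was higher (1038 against 425 CPM), and Ldha (634 against 406), Pkm (574 against 295) and Aldoa (576 against 523) were within 2-fold. The desaturases Scd1 (131 against 17.7 CPM) and Scd2 (293 against 42.4) were higher, while the sterol enzymes Hmgcs1 and Fdps were at 132 against 254 and 213 against 207 CPM. Percentiles among random lists were 100 for G2/M, 49.9 for S phase, 99.80 for MAPK output, 99.97 for CDK inhibitors and p53 targets, 0.07 for FOXO targets and 0 for immediate early genes. They were 1.38 for antigen presentation, 99.92 for Axl-associated, 3.44 for Wnt, 99.0 for endothelin, 36.9 for ER stress, 45.1 for glycolysis and 35.1 for lipid genes.

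The median gene at 20 CPM or more had a log2 ratio of 0.22, so ratios near that value carry no direction. Centred on it, the medians of ER stress (-0.03), S phase (-0.10), glycolysis (-0.08), lipid synthesis (-0.18) and the Y-linked genes (-0.09, from 0.13), and the Braf ratio (-0.13), changed sign. The glycolysis median was also below 0 without the fibroblast-like cells (-0.19), that of the Y-linked genes at 1000 UMIs per cell (-0.22), and those of S phase (-0.03) and lipid synthesis (-0.04) when each cell counted equally.

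The genes with the 12 largest ratios are given here by size alone. Genes without a UMI in McSCs were ranked by their lower bound, which can place them too low or leave them out. Mgp, an inhibitor of calcification, was at 3750.4 CPM against 2 UMIs in McSCs, a ratio of 2433 (674 to 20091), and the calcium-binding S100a4 was 813-fold higher (374 to 2217). Matrix or secreted genes with 1 UMI in McSCs were Col6a1 (509.9-fold, 91.5 to 20143), Crlf1 (385-fold, 69.1 to 15222), Olfml3 (274-fold, 49.3 to 10843) and Adamts5 (236-fold, 42.3 to 9322), as was Pdlim4 (921-fold, 165 to 36374), an actin-associated protein. The proteoglycan Bgn, with 3 UMIs, was 239.8-fold higher (82.0 to 1163). Nes, Ccnd1, Spp1 and Cdkn2a (at least 387-fold) complete the 12. Without the fibroblast-like cells the ratios of Mgp, Olfml3 and Bgn were 1168 (323 to 9642), 120.0 (21.5 to 4742) and 114 (39.1 to 554).

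At the other end, 4 of the 12 genes lowest in melanoma relative to McSCs were pigment cell genes already on the melanocyte list. Tyrp1, an enzyme of eumelanin synthesis, was at 2867 CPM in McSCs and had 1 UMI in melanoma, 105019.5-fold lower (18837 to 4149149.6), and Kit, the receptor McSCs depend on, was at 308 CPM in McSCs and also had 1 UMI, 11292-fold lower (2015 to 447128). Dct and Mlana were the others. Ptgds, the prostaglandin D synthase of melanocytes, and the ribonuclease Rnase1 had no UMI in melanoma and were at least 12845-fold and 4225-fold lower. The lysosomal channel Mcoln3 was 8469-fold (2334 to 70095, 2 UMIs), the glutathione transferase Gsta1 2249-fold (1282 to 4368) and Fam25c 4122-fold lower (728 to 163901, 1 UMI). Krtdap (487 CPM in McSCs, 17842-fold lower, 3191 to 705823), Dmkn (163 CPM, 5985-fold, 1063 to 237495) and Krt15 (217 CPM, at least 2644-fold) are keratinocyte genes.

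**Figure D2:**
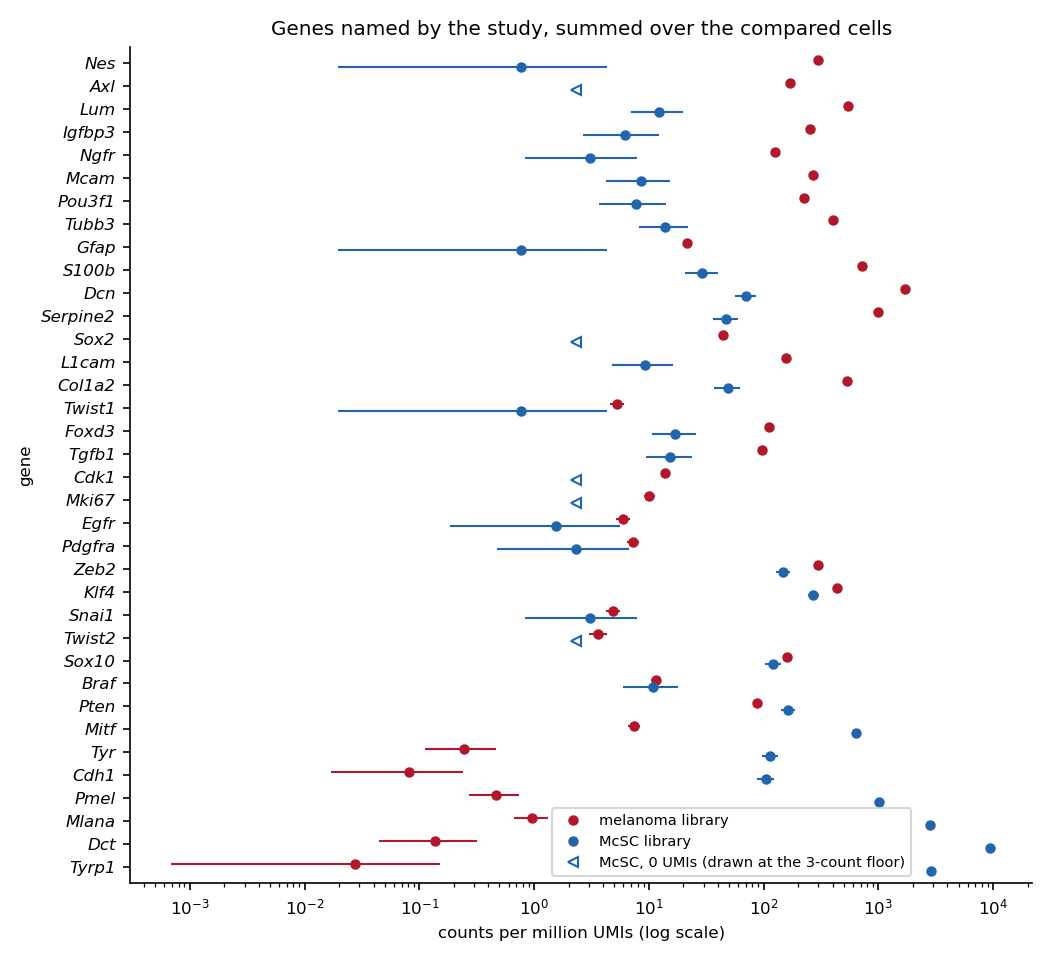
Level of the 36 genes named by the study (vertical axis) in CPM (horizontal axis, log scale) in the melanoma library (red) and the McSC library (blue); points are summed counts, lines exact 95% Poisson intervals, and open triangles mark 0 UMIs drawn at the 3-count floor. Nes lies at 299 against 0.771 CPM at the top and Tyrp1 at 0.0273 against 2867 CPM at the bottom.

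Markers of neighbouring cell types also differed between the libraries. Keratinocyte markers were lower in melanoma, 12 of 12 by at least 2-fold (median -8.59), and summed to 2046 CPM in McSCs even after 28 keratinocyte-like cells had been removed, against 46.1 CPM. All 14 fibroblast markers were at least 2-fold higher in melanoma (median 4.46), as were 5 of 7 pericyte and smooth muscle markers (median 2.82), 9 of 10 neural crest and Schwann markers (3.40) and 9 of 10 cycling markers (2.57). All 10 melanocyte markers were lower (median -10.08), as were the 4 dendritic and Langerhans cell markers (-3.53). Macrophage (0.13 over 5 genes) and endothelial markers (0.14 over 4) were near 0, below the median gene. Neutrophil (-4.64) and adipocyte (-0.58) markers rested on 1 gene and erythroid (-6.26) on 2, while T and NK cell, mast cell and skeletal muscle lists had 0 genes with 10 UMIs. Ribosomal protein genes took 21.0% of melanoma and 17.6% of McSC UMIs, mitochondrially encoded genes 2.98% and 3.23%, and the nuclear RNA Malat1 1.60% and 7.49%.

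The next comparison set the homogeneity of McSCs against the heterogeneity of melanoma cells. All 1349 McSCs fell in 1 cluster, which held 2 melanoma-library cells, whereas the melanoma library divided into 6 further clusters, 5 of them with at least 5% of its cells. Cluster A held 42.3% of melanoma-library cells (40.6 to 44.1, exact binomial interval) and cluster B 24.6% (23.0 to 26.2). Cluster C, 12.2% (11.01 to 13.4), carried 12 of 14 fibroblast markers and 5 of 8 pericyte markers at 4-fold or more over the other cells of its library. Cluster D held 9.19% (8.18 to 10.3), cluster E, with 10 of 10 cycling markers at 4-fold or more, 6.89% (6.01 to 7.87), and cluster F, with 5 of 6 measured melanocyte markers at 4-fold or more, 4.77% (4.03 to 5.60). The genes that stood out most were Mlph and Ifit3 in A, Sfrp5 and Gdf15 in B, Serpina1d and Ebf2 in C, Rpgrip1 and Insig1 in D, Fam64a and Ccna2 in E, and Scg2 and Areg in F, and since clusters are drawn from expression these serve as names only. Clustered at a resolution of 0.5, McSCs gave 3 clusters of at least 5%, and clustered alone they gave 2. Each cluster but that of McSCs came from 1 library of 3 pooled tumours, and the tumour of origin of a cell is not recorded.

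Gene groups were then followed through the tumour clusters, each with the value from a clustering made without any list or marker gene, in which A and D formed 1 cluster. Neuronal genes had medians against McSCs of 4.05 in A, 3.74 in B, 4.05 in D, 4.04 in E, 1.70 in F and 0.95 in C, with intervals beyond 0 in B and F alone, against 4.09 for A with D, 3.73, 4.04, 1.49 and 0.95 in the list-free clustering. Tubb3 ran from 555 CPM in A and 500.4 in E to 72.3 in F and 20.4 in C, and Ngfr from 189 CPM in D to 12.1 in F. Neural crest genes had the highest medians in D (2.10, -1.93 to 5.94) and A (1.97, -2.05 to 5.69; together 1.98 without list genes). They were split in B (-0.32, -2.93 to 4.28, 6 of 13 at least 2-fold higher than McSCs and 6 lower; list-free -0.31) and in C (-1.92, -3.84 to 4.45, 5 higher and 8 lower of 14; list-free -1.92), with Sox10 at 214 CPM in A and 8.70 in C. ECM genes were above McSCs in every cluster, from 2.84 in F to 5.46 in C (list-free 2.86 and 5.46), and melanocyte genes below in every cluster, from -8.11 in A to -4.87 in F (list-free -8.24 for A with D and -5.07 for F).

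Cycling was concentrated in cluster E, where G2/M genes stood 4.10 (3.55 to 4.93) and S phase genes 3.13 (2.72 to 3.77) above the other tumour clusters on the log2 scale (list-free 3.98 and 3.06). Against McSCs the G2/M median was 3.27 in E and ran from -0.55 (F) to 0.28 (D) in the other clusters, all with intervals that include 0. The higher G2/M median of the whole library thus lay mainly in E. Mki67 was at 104 CPM (92.7 to 115) in E and at 2.85 CPM (1.69 to 4.51) in B, the next highest. MAPK output medians against McSCs had intervals beyond 0 in F (3.74, 0.90 to 5.38) and B (2.58, 0.78 to 4.51; list-free 2.60) alone. In the other clusters they ran from 0.38 in A (-0.52 to 3.52; with D 0.99 list-free) to 1.60 in C (-0.16 to 5.26; list-free 1.60). In cluster B, ER stress genes stood 1.59 (list-free 1.60) above the other tumour clusters, against 0.90 (list-free 0.89) in F, the next highest. Immediate early genes stood 1.74 (list-free 1.74) above the others in C, 1.31 (list-free 1.35) in B and 0.78 (list-free 0.77) in F. Against McSCs their medians were below 0 in every cluster, from -3.10 in E to -0.11 in C. The intervals included 0 in C (-0.49 to 0.65; list-free median -0.11) and in B (-0.38, -0.85 to 0.27; list-free -0.38). Cluster B had the ER chaperone Hspa5 at 1486 CPM against 210.1 in A, and Fos at 2674 against 149. Cluster B also had the lowest depth of the tumour clusters, a median of 7990 UMIs. Lipid synthesis genes were higher in A (0.80, with D 0.91 list-free) and lower in C (-1.45, list-free -1.45) and B (-0.81, list-free -0.84). Wnt pathway genes ranged from -0.75 in C to 0.45 in F, both with intervals that include 0 (list-free -0.76 and 0.44), and endothelin genes were highest in C (2.10, list-free 2.10).

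Cluster F, the smallest, had the melanocyte median nearest that of McSCs, 1.52 above the other clusters (-1.16 to 4.03, 6 of 9 at least 2-fold higher and 2 lower; list-free 1.33), with Slc24a5 at 324 CPM, but with Mitf at only 16.4 CPM. Its MAPK output genes were 3.74 above McSCs (list-free 3.74) and 1.14 above the other clusters (list-free 1.13), with Phlda1 at 2958 CPM and the AP-1 subunit Fosl1 at 101. The CDK inhibitors Cdkn2a (3607 CPM against 699 in A) and Cdkn1a (3015 against 325) were highest there, as were Spp1 (5246 CPM), Serpine2 (4963), Igfbp3 (2330.3) and the Schwann cell signal Dhh (559.6 against 22.9 in A). Antigen presentation genes were -1.92 relative to the other clusters (list-free -1.97), with B2m at 712 CPM and Psmb8 at 0.528 against 159.6 in A. Cluster examples beyond the fixed naming rule, such as Dhh and Fosl1, were chosen after their values were seen.

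**Figure D3:**
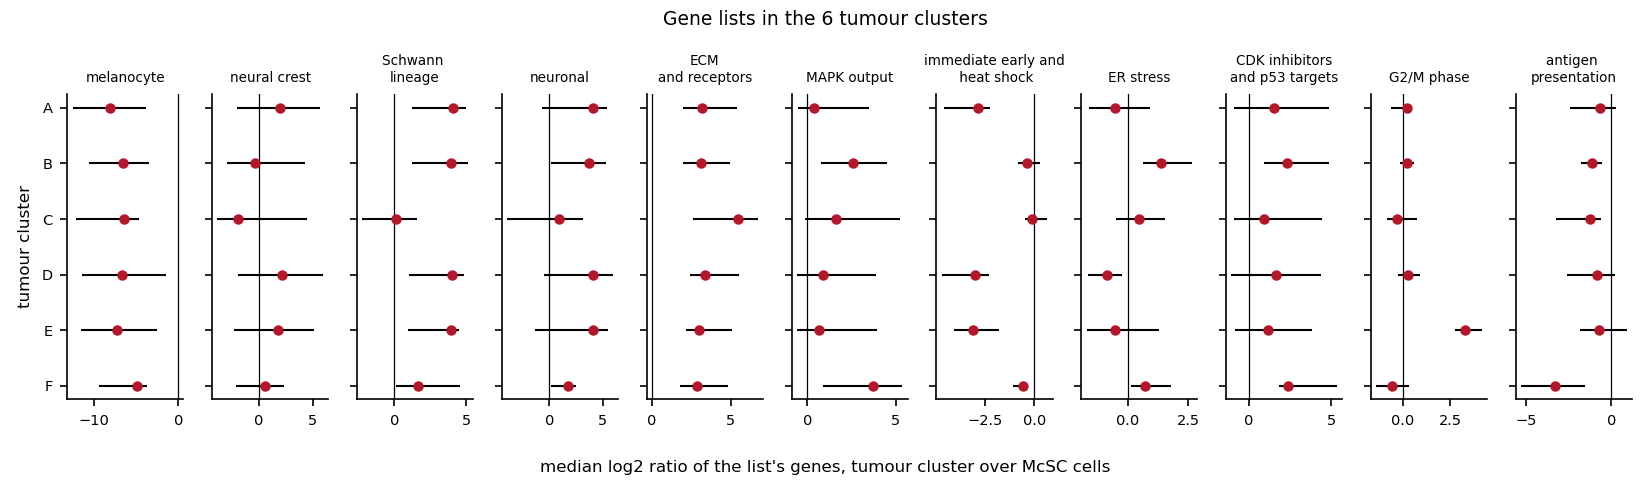
Median log2 ratio of 11 gene lists (panels) in each of the 6 tumour clusters (vertical axis) relative to McSCs (horizontal axis, scaled per panel); points are medians and lines 95% intervals from order statistics. G2/M genes stand out in cluster E at 3.27, ECM genes in C at 5.46 and MAPK output genes in F at 3.74, while melanocyte genes lie below 0 in every cluster.

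The study describes a mesenchymal-like melanoma group, but its cell assignments are not among the deposited data, so cluster C was not matched to it cell by cell. Apart from its clusters, the study also stained sections of distinct tumours. In most of them it reported Tomato-positive tumour cells with protein of the mesenchymal marker Pdgfra, which RNA counts of this library do not address. A match through the study's lists of enriched genes per cluster was not made either. The 360 cells of cluster C carried high levels of fibroblast genes, with Dcn 453-fold (425 to 484) and Col1a2 81.9-fold (77.7 to 86.3) above the other tumour clusters, and an EMT factor median 2.42 above them (-2.27 to 7.48, 4 of 7 at least 2-fold higher and 2 lower; list-free 2.42). The lineage factor Sox10 was 21.0-fold lower there (15.4 to 29.4) and S100b 9.38-fold lower (8.50 to 10.4). A Sox10 UMI was seen in 6.11% of cluster C cells (median 11508.5 UMIs) and in 20.5% of macrophage-like cells (median 5981 UMIs). The macrophage-like cells held S100b and Plp1 at 29.5% and 38.6% of their level in the other tumour clusters, against 10.7% and 8.67% in cluster C. They thus held more RNA of tumour genes and give no measure of background for cluster C. Xist, the RNA that coats the inactive X chromosome of female cells (ENSMUSG00000086503; chromosome X, 103460373 to 103483233), was at 917 CPM (889.8 to 945) in cluster C and 0.687 CPM (0.431 to 1.04) in the other tumour clusters. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together were at 29.4 CPM (24.6 to 34.8) in cluster C against 136 CPM (132 to 140.0). Macrophage-like cells held 370.2 CPM of Xist and 48.7 CPM of Y-linked RNA, and McSCs 7.71 and 106 CPM. Split by Xist after this was seen, 284 of the 360 cells (78.9%) had a Xist UMI, 14 of them with a Y-linked UMI as well, and 76 had none, 58 of them with a Y-linked UMI. The cells without Xist held Y-linked RNA at 113 CPM (92.9 to 135), Dcn at 10635 CPM, Sox10 at 16.8 CPM and Cdkn2a at 732 CPM, against 958 CPM of Cdkn2a in the other tumour clusters. In the cells with Xist, Sox10 was at 6.42 CPM (4.07 to 9.63) and Cdkn2a at 368 CPM (348 to 388). Over the whole libraries Xist had a log2 ratio of 3.91, percentile 92.9, and without cluster C one of -3.49, and of the 4 Y-linked genes 0 were at least 2-fold higher and 1, Uty (2.86-fold, 1.83 to 4.28), lower, percentile 44.5.

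**Figure D4:**
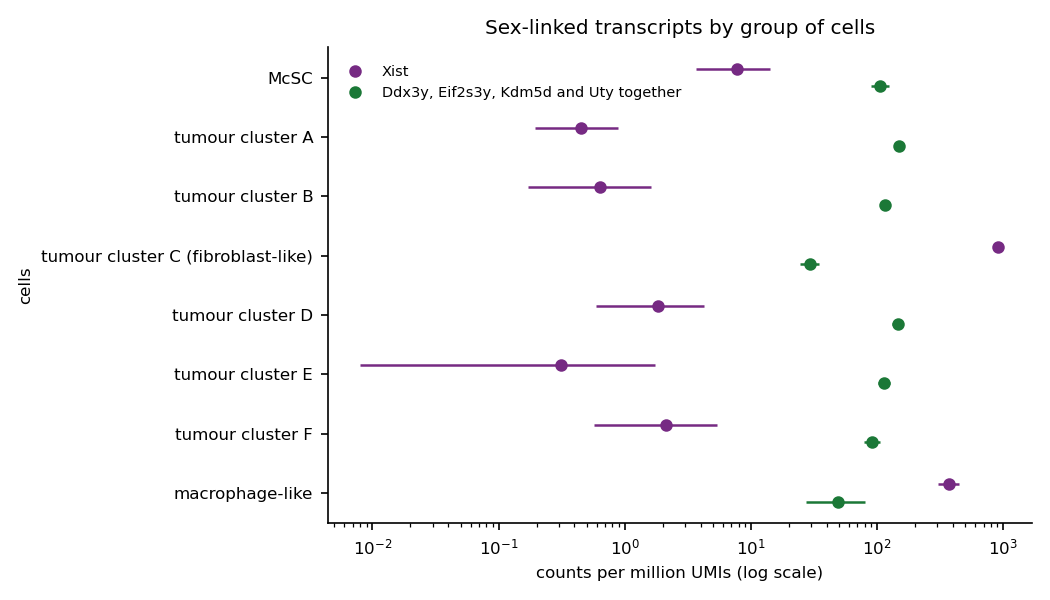
Xist (purple) and 4 Y-linked genes together (green) in CPM (horizontal axis, log scale) in McSCs, the 6 tumour clusters and the macrophage-like cells removed from the melanoma library (vertical axis); points are summed counts and lines exact 95% Poisson intervals. Cluster C, at 917 CPM of Xist, and the macrophage-like cells, at 370.2 CPM, stand apart from the other groups.

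The last comparison followed Axl, a receptor tyrosine kinase of dedifferentiated melanoma (ENSMUSG00000002602; chromosome 7, 25756500 to 25788924), against Mitf. Axl was at 169 CPM (165 to 174) in melanoma and without a UMI in McSCs, at least 73.3-fold higher. At an equal depth of 1000 UMIs per cell, 14.7% of melanoma-library cells (13.4 to 16.0) had Axl without Mitf, 0.946% (0.630 to 1.36) Mitf without Axl and 0.101% (0.0209 to 0.296) both. At full depth the shares were 69.0% (67.3 to 70.7), 2.40% (1.88 to 3.02) and 6.18% (5.34 to 7.11), the last against 6.46% if the 2 genes were detected independently. Among McSCs, Axl was seen in 0 of 1349 cells, which by 3 counts allows up to 0.222% of cells with a UMI and sets no limit on cells that express it at this depth. At 1000 UMIs Axl was seen in 0 of 527 McSCs. Mitf was seen in 41.8% of McSCs (39.2 to 44.5; median 918 UMIs). Mitf was also seen in 32.1% of the 28 keratinocyte-like cells of the McSC library (15.9 to 52.4, median 1227.5 UMIs). It was seen in 1 of the 44 macrophage-like cells of the melanoma library (2.27%, median 5981 UMIs). Neither share can be read as background for Mitf. The keratinocyte-like cells were deeper than McSCs, so doublets with McSCs could give the same share. The macrophage-like share rests on 1 cell, and whether those cells express Mitf themselves was not tested. Axl was seen in 47.7% of those macrophage-like cells, which can express it themselves, so they give no background for Axl either. By cluster, Axl stood at 225 CPM in D, 204 in A, 198 in E, 134 in F, 100.4 in B and 90.3 in C, and Mitf at or under 16.4 CPM in each.

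**Figure D5:**
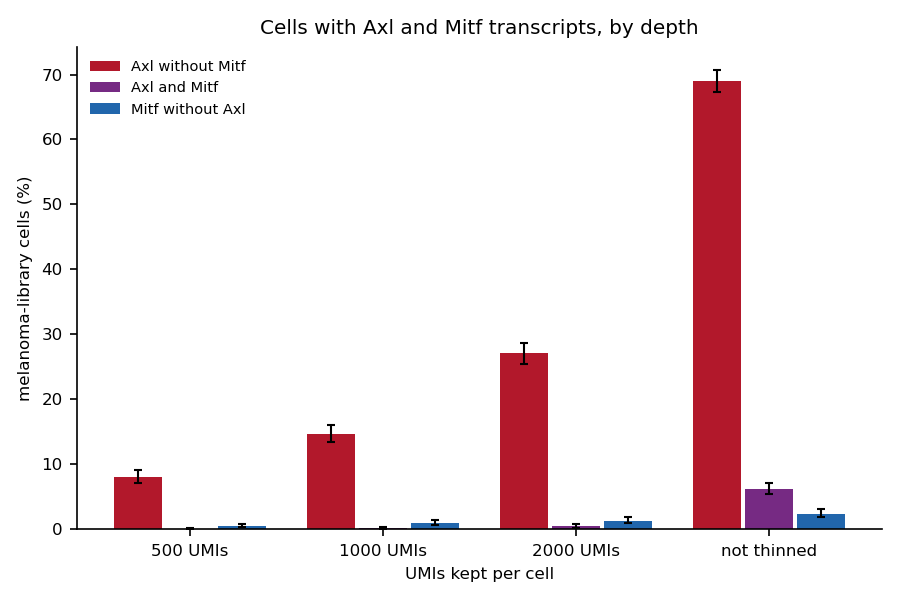
Share of the 2959 melanoma-library cells (vertical axis, percent) with UMIs of Axl without Mitf (red), of both (purple) and of Mitf without Axl (blue), with each cell thinned to 500, 1000 or 2000 UMIs or not thinned (horizontal axis); bars are shares and whiskers exact 95% binomial intervals. The share with Axl without Mitf runs from 8.01% at 500 UMIs to 69.0% at full depth and exceeds that with Mitf without Axl at each depth.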

Values the study reported

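The study reported that cells first segregated into 7 clusters and that, after macrophages and keratinocytes had been excluded, 5 major clusters remained, with wildtype McSCs in 1 and melanoma cells from 3 recipients in 4 groups. It used 4614 variable genes for the first clustering and 4834 for the second. Relative to McSCs, its gene set enrichment gave normalized enrichment scores for ECM receptor interaction of 2.410, 2.280, 1.930 and 2.430 in its clusters 2 to 5. Scores for a neural crest stem cell set were 2.160, 2.040, 1.950 and 2.650, and for a neuron morphogenesis set 2.020, 1.810, 1.970 and 1.060, the last with a false discovery rate of 0.391.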

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

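Of the alternatives, 17 were chosen after seeing the data: 2 further depths for each of 3 cluster results, 5 settings each for the other lists and the study's genes, and 1 for the other named genes. The 4 lists asked about kept their direction in all 48 alternatives tried, melanocyte genes at -8.86 to -5.96, neural crest at 0.88 to 1.77, neuronal at 3.22 to 3.99 and ECM at 3.07 to 4.31. McSCs fell in 3 clusters of at least 5% at resolution 0.5 and in 2 when each library was clustered alone, against 1, and melanoma cells in 3 at 500 UMIs per cell, against 5. The G2/M median of the cycling cluster was 3.47 at 1000 UMIs against 4.10. The share with Axl without Mitf was 69.0% unthinned, 8.01% at 500 and 27.1% at 2000 UMIs against 14.7% at 1000, since deeper cells show more genes by construction. Leaving out the fibroblast-like cells gave log2 ratios of -3.49 for Xist, -1.25 for Dcn, -0.0303 for Col1a2, -0.51 for Lum, -2.21 for Pdgfra and -3.04 for Egfr, all above 0 with them, as that setting removes the cells in which these genes lie. Of 100 alternatives for the 20 other lists, 95 lay within the spread of the reported value, 4 moved and 1 reversed (all of these for Xist), 90 keeping their sign, and of 178 for the 36 study genes, 149, 24 and 5. Of 91 other named genes without fibroblast-like cells, 74, 16 and 1, 85 keeping their sign. The reversed gene was Tmsb10, at 0.00851 against -0.11, and the largest change of sign that of Cldn1, at -5.28 against 0.44, with Anp32e, Dusp6, Cdkn1a and Kdm5d near 0 on both sides. Thinned to 1000 UMIs, Foxd3 was at 5.95 against 2.72, Mki67 at 0.68 against 2.13 and Cdk1 at 0.68 against 2.59. Over the 5 alternatives the log2 ratio ran from 5.69 to 8.77 for Nes, 2.08 to 4.97 for Gfap and 4.82 to 6.29 for Axl. It ran from 3.11 to 4.46 for Sox2, 4.65 to 6.16 for Pou3f1 and -16.30 to -13.28 for Dct. Twist2 had no value without fibroblast-like cells or thinned. Depth limits low genes: the McSC floor is 2.31 CPM and only 527 McSCs reached 1000 UMIs. The cause was not tested for the moved cluster counts and the G2/M median.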

Other observations

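The McSC clusters described first, the split of fibroblast-like cells by Xist, and the depths drawn from McSCs or set at 500 UMIs were chosen after the results were seen, and the other tests were fixed before. McSCs clustered without the melanoma library fell into 3 clusters, of 788, 509 and 52 cells (58.4%, 37.7% and 3.85%). The first held higher immediate early and heat shock genes, 11 of 23 at least 2-fold over the other McSCs (median log2 ratio 0.96, 0.40 to 1.37). In it the AP-1 subunits Fos and Jun were at 5845 against 1204 CPM and 2090.0 against 527 CPM. The second had a lipid synthesis median above 0, with 2 of 11 genes at least 2-fold higher and 0 lower (median 0.93, -0.32 to 1.10), with the sterol synthesis enzymes Idi1 at 146 against 47.5 CPM, Sqle at 193 against 90.0 CPM and Hmgcs1 at 359 against 189 CPM, and lower immediate early genes (-1.02). Clusters are drawn from these same genes, so the values describe them and are no independent evidence of a state.

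The third McSC cluster stood out by antigen presentation, 8 of 11 genes at least 2-fold higher (median 1.81, 0.74 to 3.08). The class II genes H2-Aa and H2-Eb1 and their invariant chain Cd74, which are dendritic and Langerhans cell markers outside that list, were at 439 against 8.09 CPM, 374 against 6.47 CPM and 1757 against 9.70 CPM. The interferon signal transducer Stat1 was at 277 against 22.6 CPM and the immunoproteasome subunit Psmb8 at 553 against 65.5 CPM. Melanocyte genes were at the level of other McSCs there (median 0.01, -0.35 to 0.15). The third cluster had a median of 1183 UMIs per cell, against 887 in the first and 946 in the second. Whether its cells include doublets of McSCs with dendritic or Langerhans cells was not tested. As groups left unnamed above, Gm genes held 3.77% of McSC and 0.484% of melanoma UMIs (median log2 ratio of melanoma over McSC -1.73) and Rik genes 0.801% and 0.902% (-0.26).

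The 360 fibroblast-like cells were weighed as doublets, as mesenchymal melanoma cells and as cells of another donor. Xist in cluster C was 1335-fold (880.5 to 2132) above the other tumour clusters, which argues against a mesenchymal state of those same tumour cells for the cluster as a whole, and the share of cells with a Sox10 UMI at 1000 UMIs was 0.0496 times that of other tumour cells (0.00942 to 0.157), which argues against doublets. Most of the fibroblast-like cells may thus come from another animal. Candidates are the nude hosts, all female by the study's methods, or a female neonatal donor of support cells, although the sort for Tomato should remove unlabelled cells. The sorted libraries still held 44 macrophage-like cells (melanoma) and 28 keratinocyte-like cells (McSC), types that the study calls contaminating, so the sort does not exclude such an origin. In the cells with Xist, Cdkn2a was at 0.384 times its level in other tumour cells, against 0.0352 times for Sox10 and 0.0963 times for S100b. The higher share of Cdkn2a was not explained and leaves this origin unsettled. A separate tumour of a female donor that lacked Sox10 stays open as well, as both sexes were used otherwise and the tumour of a cell is not recorded. For the 76 cells without Xist, where Sox10 was 10.9-fold lower than in other tumour cells (6.78 to 18.7), mesenchymal melanoma cells and male stromal cells from a source other than the hosts cannot be told apart, because a male tumour and male stroma both carry the Y chromosome.

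Pseudogenes named after a parent gene held 1.15% of McSC and 0.121% of melanoma UMIs. Over 22 pairs, 15 of them ribosomal, the median log2 ratio of McSC over melanoma was 4.04 (3.42 to 4.42) for the pseudogene and -0.19 (-0.67 to 0.55) for its parent. Pseudogene and parent summed gave 0.24 (-0.55 to 0.79). Parents were more abundant than their pseudogenes, often by far (Rpl21 at 1546 and Rpl21-ps4 at 21.6 CPM in McSCs). The sum thus follows the parent and cannot tell where the pseudogene reads came from. Of the 22 parents, 10 were also higher in McSCs. Reads assigned differently between the copies in the 2 libraries may account for the pseudogene difference, which stays open, and no biological explanation was tested.

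The single McSC cluster was weighed against the lower depth of that library. With melanoma cells thinned to depths drawn from McSCs, they still fell in 5 clusters of at least 5%, against 1 for McSCs, which argues against depth as the whole cause. McSCs also clustered apart when alone or at a finer resolution, so their homogeneity is relative to the contrast between the libraries. Differences between the 3 pooled tumours were not tested as sources of clusters. With every cell at 500 UMIs, 3 melanoma clusters and 1 McSC cluster held at least 5%, and at 1000 UMIs, the depth fixed beforehand, 4 and 1. These melanoma counts, like the 5 at the drawn depths, include the fibroblast-like cells, whose origin is unsettled. Those cells numbered 360 at the drawn depths, 357 at 1000 UMIs and 355 at 500 UMIs. Among the other tumour cells the contrast with McSCs was thus smaller, most of all at 500 UMIs, where the count argues less against depth.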
